A study of Mus musculus with 12 samples. Its data were reported in "Id Proteins Suppress E2A-Driven Invariant Natural Killer T Cell Development prior to TCR Selection" (2018).

How the data were processed

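RNA was sequenced from 3 kinds of sorted mouse thymocytes in mutant and wild-type (WT) animals. DP cells (CD4 and CD8 double-positive thymocytes) were sorted as TCRγδ− CD4+ CD8+, iNKT cells as stained by a CD1d tetramer and TCRβ+, and γδ T cells as TCRγδ+ CD3+. L-DKO cells came from mice in which Id2 and Id3 were deleted with a Cre recombinase driven by the Lck promoter, and Id3KO γδ cells from mice lacking Id3. Each library was a pool of 2 to 3 mice aged 4 to 5 weeks, so replicates are separate pools and not single animals. The authors removed ribosomal RNA with an RNase H method, primed at random, built stranded libraries and sequenced paired ends on a HiSeq instrument. The background strain of the mice was C57BL/6 or a hybrid of C57BL/6 with 129.

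The submitters' processing notes name Trimmomatic 0.32, TopHat2 2.0.9, Cufflinks 2.2.0 and the mouse builds mm10 and GRCm38. The gene annotation used for counting, and whether strand was used in counting, are not given in the sources used here. Per the file headers the table holds FPKM, but the deposited values are on a log2 scale, run from 0 to 16.65 and look like log2(FPKM + 1), and they were read that way. FPKM divides a gene's fragments by its length and by the library's total, so the values depend on which other RNAs fill the library. The authors also deposited ratios of mutant to WT means, which equalled the difference of the mean log2 values for all 11815 genes and were used only as a check on the log2 scale. The 5 columns of means from the authors were not used. Of 12 labelled samples in 6 groups, 11 had a column; 1 WT iNKT library was removed by the authors for low quality and is not analysed here. Columns of the same group share 1 name, so libraries are called a and b by their place in the table alone.

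The table holds 11815 gene symbols, each with an FPKM of at least 1 in at least 1 library. For 1 symbol the table has 2 entries, both kept, and 12 symbols that a spreadsheet had turned into dates were kept as they stood. Coordinates, given 1-based, come from a RefSeq gene table of assembly GRCm38.p6, to which 10376 entries matched by symbol and 618 by an older symbol, while 821 did not match. The values hold no whole reads that could be recovered, so the sequencing depth is unknown, and no interval or detection limit based on counts is given. An exact 0 may be a failed estimate, so such a gene is called listed at 0.

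Each gene was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), in 1 linear model with a mean for each of the 6 groups and 1 spread shared across them. The model had 5 residual degrees of freedom, to which empirical Bayes moderation (without a trend) added 2.87 with a prior variance of 0.0555. All tests took both directions, and p values were adjusted by the Benjamini-Hochberg method over all genes, with 0.05 as the threshold. A fold change is on the log2(FPKM + 1) scale, which understates the change of low genes. The WT iNKT group has 1 library, and its spread is assumed to be like that of the other groups. In all, 11 comparisons were tested: 3 of a mutant population with its WT counterpart, 2 of the differences between those effects, and 6 between cell types. The 3 mutant comparisons share no libraries, so no shared control links them, but each gene's spread is shared, which links their calls.

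The groups, tests, gene lists, rule for named genes and alternative settings were set before the data were examined. The 29 gene lists cover pathways, effector programs and other cell types that a thymus sort could hold. They come from textbook knowledge, except for an innate-like signature that the study compiled from other data, split by its published direction. Lists with at least 3 measured members were tested with camera (preset correlation 0.01), with camera using a correlation estimated per list, and with fry, which asks whether the genes of a list move one way on balance. List p values were adjusted over the 29 lists within a comparison. Of 87 list tests across the 3 mutant comparisons, 33 passed with the preset correlation and 0 with the estimated one.

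The rule for named genes had 4 parts. It took Id2 and Id3 in every library, and genes that the study names for its RNA-seq (Tcf7, Sox4, Gzma, Zbtb16, Lef1, Egr2, Slamf6, Ifngr1, Il2rb, Runx1 and Gata3). It added the 5 largest rises and the 5 largest falls past the threshold with a mean of at least 10 FPKM in the higher group and no overlap between libraries, leaving out predicted genes, small RNA and receptor segments. It also took up to 4 members with the largest absolute fold change from each list described. Which lists have their members named was decided after the list results were seen. Of the genes the rule takes, 2 are not reported here. Comparisons between cell types used only the third part, and differences between effects the first 3.

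Populations were compared by Pearson correlation across genes and by principal components of the centred log2 values. Genes over 2-fold were counted without a test, and their overlap was set against independent lists with Fisher's exact test across genes, which are not independent replicates. The code was tested on simulated data with 200 of 11815 genes changed. At log2 changes of 1, 2 and 4 it recovered 5.97%, 56.7% and 95.5% for the iNKT comparison, 14.9%, 80.6% and 93.9% for DP, and 32.8%, 88.1% and 92.4% for γδ. False calls numbered 4 of 109, 5 of 131 and 11 of 153 calls in the same order. Each comparison was simulated once, with independent genes and the same spread in every group, drawn from the model's own prior. DP and γδ had the same design there, so the gap between their rates comes from the random draw. The simulation checks the code and cannot test the spread assumed for the 1 WT iNKT library. Alternatives changed the pseudocount (0.1 or 5), the filter (5 FPKM), the scaling (median centring, quantile normalization, libraries scaled to the same total), the model (limma-trend, library weights, only the groups compared) and the genes tested, and left out each library in turn. Removal of a share of the DP profile and a test of protein-coding genes alone were added after seeing the data. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.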

Results

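Gene expression was measured in DP thymocytes, iNKT cells and γδ T cells of WT mice and of mice lacking Id proteins, small partners that keep E protein transcription factors such as E2A off DNA. iNKT cells are T cells with an invariant receptor for lipids shown by CD1d, and they leave the DP stage with features of innate cells. The 6 groups were WT DP, L-DKO DP, L-DKO iNKT, WT γδ and Id3KO γδ with 2 libraries each, and WT iNKT with 1. The design asks how the loss of Id2 and Id3 alters DP and iNKT cells, and how the loss of Id3 alters γδ T cells, many of which in this mutant resemble NKT cells. Sequencing depth is unknown. The FPKM of a library summed to between 498489 and 1020310, and small RNA, receptor segments and predicted genes held 36.9% to 65.8% of it. That share was 64.5% in WT iNKT and 36.9% and 38.4% in the libraries labelled L-DKO iNKT. By the study's methods, far fewer WT than mutant cells of each kind were sorted in total. Cell input and genotype therefore cannot be told apart in any mutant comparison, and an effect of input was not tested. Values of genes with near-identical copies or overlapping neighbours (Klra9, Pydc4, Gvin1, Apol7b, Apol7e, H2-K1, H2-Q6, H2-Q7, Hspa1a, Hspa1b, the Tcrg and Trav11 segments and histone genes) are uncertain, since reads may be split among them.

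**Figure D1:**
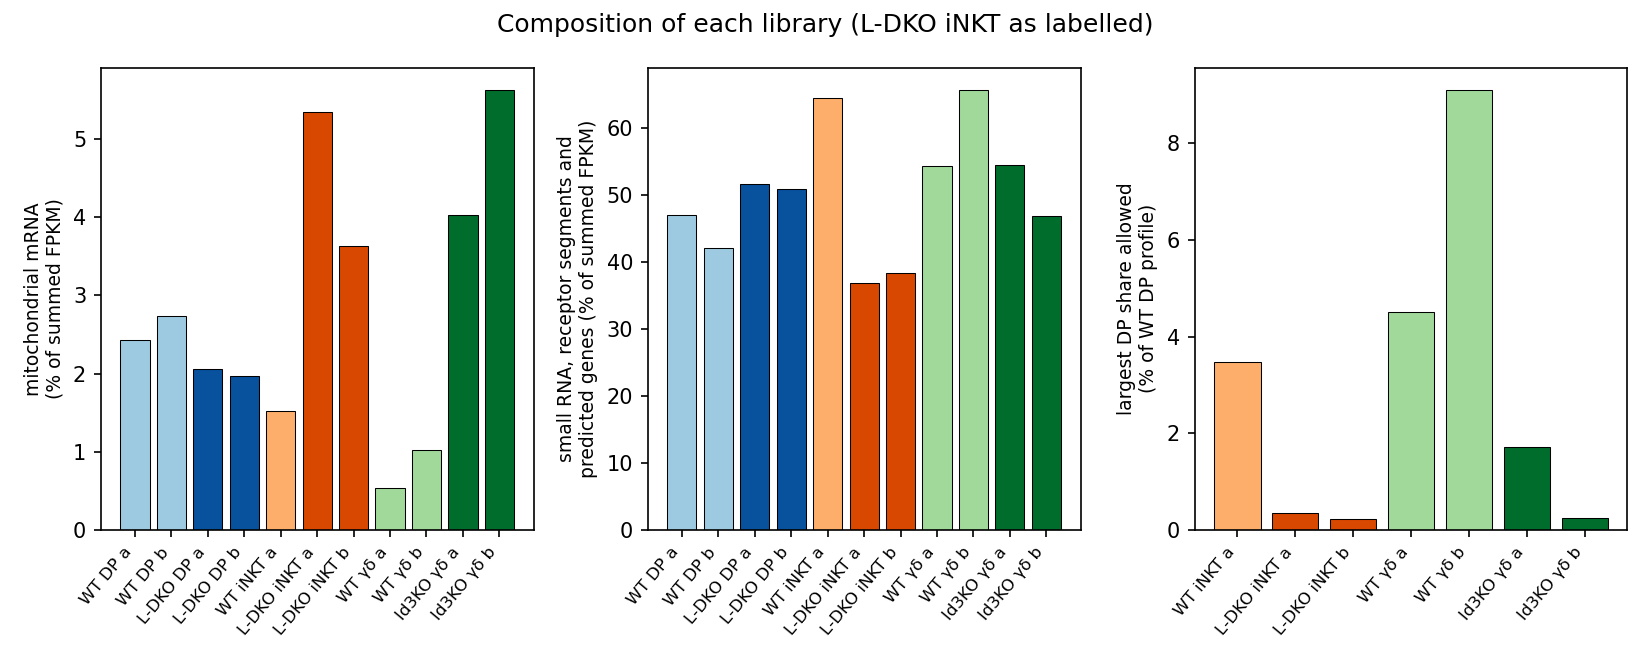
Bars (from 0) for each library, coloured by group: mitochondrial mRNA on the left and small RNA, receptor segments and predicted genes in the middle, both as percent of summed FPKM in 11 libraries, and on the right the largest share of the WT DP profile that abundant DP genes allow, in percent, in the 7 iNKT and γδ libraries. Mitochondrial mRNA is 0.544% and 1.03% in WT γδ against 4.03% and 5.63% in Id3KO γδ, the middle share is 64.5% in WT iNKT against 36.9% and 38.4% in the libraries labelled L-DKO iNKT, and the DP share is highest in WT γδ library b at 9.12%.

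The deleted genes were examined first. Id2 (chromosome 12, 25093799 to 25096092) was listed at 0 and at 0.199 FPKM in the libraries labelled L-DKO iNKT, against 553 in WT iNKT. In DP cells it was low in both genotypes, at 2.25 and 2.64 FPKM in WT and 0.127 and 0.266 in L-DKO. Id3 (chromosome 4, 136143822 to 136145392) fell from 45.4 ± 11.98 FPKM (SD, n = 2) in WT DP to 4.63 ± 2.17 in L-DKO DP, and from 127 ± 42.4 in WT γδ to 3.51 ± 0.625 in Id3KO γδ. The L-DKO iNKT label was not borne out by Id3 itself. Its values there were 30.5 and 22.8 FPKM against 42.4 in WT iNKT, a log2 fold change of −0.66 ± 0.43 (SE, limma adjusted p = 0.496). Which exons the Id3 deletion removes is not given in the sources used here. Transcript from exons left in place would still count in a gene-level value, which therefore cannot show whether the deletion occurred. These libraries are therefore called the libraries labelled L-DKO iNKT, and every direction drawn from them rests on the label and on Id2.

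**Figure D2:**
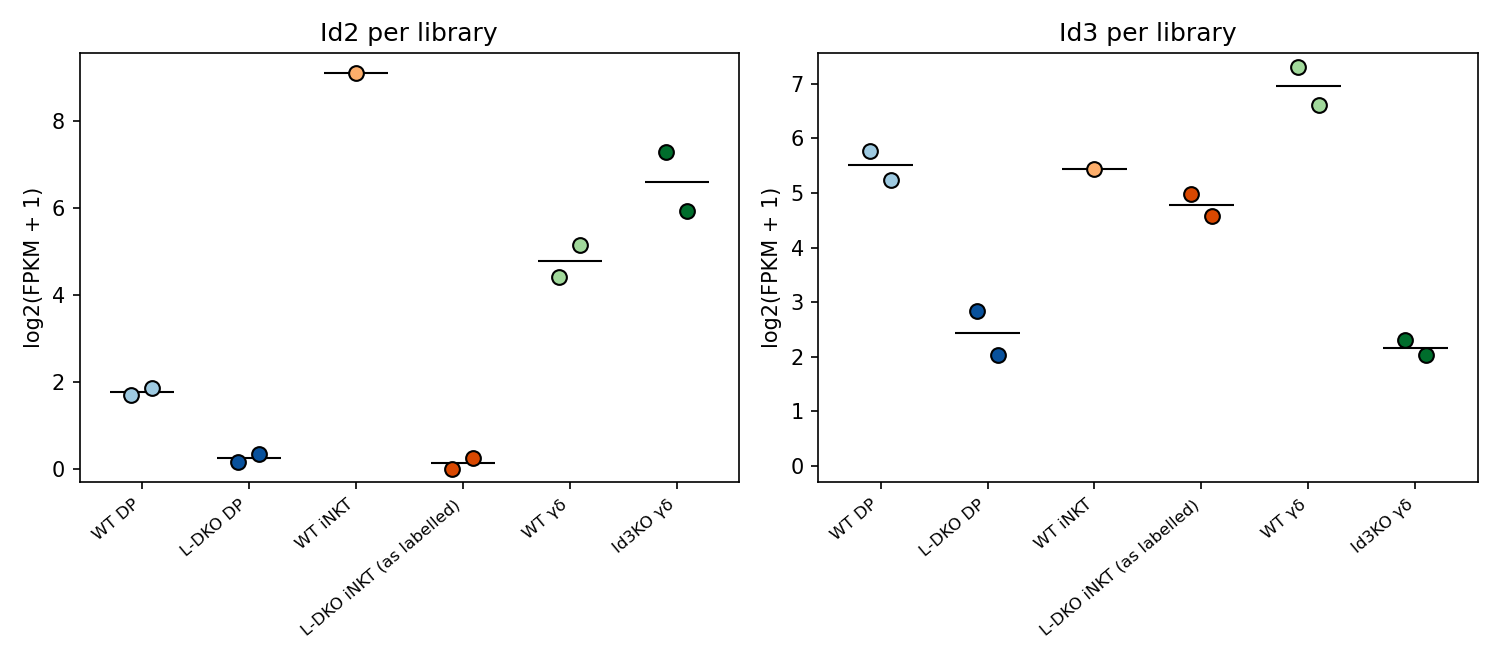
Id2 and Id3 in each library as log2(FPKM + 1), 1 point per library with group means as lines. Id2 is 553 FPKM in WT iNKT and at most 0.199 in the libraries labelled L-DKO iNKT, while Id3 there (30.5 and 22.8 FPKM) stays near the WT iNKT value of 42.4.

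WT iNKT cells resembled WT γδ cells more than WT DP cells. The mean Pearson correlation across genes, which are not independent replicates, was 0.880 between WT iNKT and WT γδ and 0.727 between WT iNKT and WT DP. That difference of 0.153 compares with a spread of 0.0242, the root of the summed variances of the correlations over library pairs. The pairs share libraries, and all of these use the 1 WT iNKT library, so this spread holds no variation between WT iNKT pools. The libraries labelled L-DKO iNKT correlated at 0.850 with Id3KO γδ and at 0.781 with L-DKO DP. That difference was 0.0682 (spread 0.0130, computed likewise), or 0.108 without small RNA, receptor segments and predicted genes. Correlation with their own WT counterparts was 0.929 for L-DKO DP, 0.848 for the libraries labelled L-DKO iNKT and 0.793 for Id3KO γδ. Replicates correlated at 0.908 to 0.972. Principal components 1, 2 and 3 held 45.9%, 15.9% and 10.8% of the variance. No test was made of these values. The study sorted WT iNKT and WT γδ cells in equal numbers, and more WT DP cells. Whether input adds to the likeness of WT iNKT and WT γδ was not tested.

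**Figure D3:**
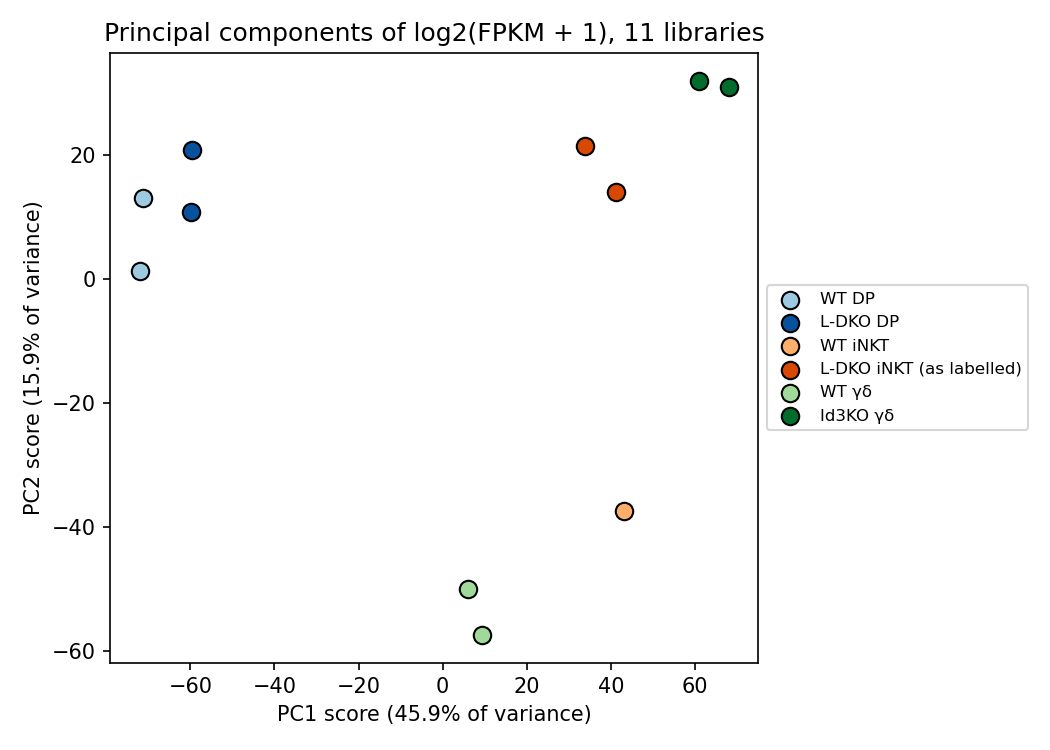
The 11 libraries on the leading principal components of centred log2(FPKM + 1), with the share of variance on each axis (45.9% and 15.9%). Each point is a library coloured by group, and the DP libraries of both genotypes lie apart from the iNKT and γδ libraries.

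Under the naming rule, which leaves out receptor segments, Id2 showed the largest fall in iNKT cells, and effector genes fell with it. In the libraries labelled L-DKO iNKT, Id2 fell by 8.98 ± 0.52 on the log2 scale (SE, limma adjusted p = 0.000465). Runx3, a transcription factor of cytotoxic cells, went from 71.4 FPKM to 1.17. S100a4, a calcium-binding protein of effector cells, went from 170.1 FPKM to 1.76. Lef1 and Tcf7, related transcription factors of immature T cells, rose from 87.9 to 470.2 FPKM and from 168 to 373 FPKM. The question here is how iNKT cells of L-DKO mice differ from WT iNKT cells. All stages of iNKT cells were sorted together, and the study states that early stages expand most in Id-deficient mice. A shift in the mix of stages and a change within cells cannot be told apart here. limma called 258 genes higher and 459 lower, 717 of 11815. Y-linked transcripts went along with the label. Ddx3y, named after its values were seen, was at 0.0392 FPKM in WT iNKT and 31.1 in the libraries labelled L-DKO iNKT. The 4 measured sex-linked genes had a median log2 fold change of 4.79, and 0 passed, over all genes or adjusted over the list alone (camera adjusted p = 0.0178, and adjusted p = 0.497 with an estimated correlation). This list call was lost without L-DKO iNKT library b (adjusted p = 0.0562) and with libraries scaled to the same total (0.456). With 1 WT iNKT library, the sex of the pooled mice and genotype cannot be told apart in this comparison.

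Of the 11 genes named by the study, 7 passed the test. The study named several of them for changes in these same data, so their passing is not independent support. Slamf6, a receptor needed for iNKT selection, rose by a log2 fold change of 2.79 ± 0.26 (adjusted p = 0.002). Egr2, induced by receptor signals, rose by 2.70 ± 0.33 (adjusted p = 0.00459), Sox4 by 2.65 ± 0.33 (adjusted p = 0.00538), Lef1 by 2.40 ± 0.20 (adjusted p = 0.00125) and Tcf7 by 1.14 ± 0.19 (adjusted p = 0.0146). Ifngr1, a chain of the interferon-γ receptor, fell by 2.55 ± 0.32 (adjusted p = 0.00538), and Il2rb, the receptor chain for IL-2 and IL-15, by 3.22 ± 0.63 (adjusted p = 0.0258). Zbtb16, which encodes PLZF, the regulator of innate-like T cells, was at −0.54 ± 0.45 (adjusted p = 0.611), with 61.0 FPKM against 88.7. Gzma was at 2.05 (adjusted p = 0.115), Runx1 at 0.54 (0.362) and Gata3 at −0.28 (0.786). Among all genes under the naming rule the largest rises were Kcnf1 (a potassium channel subunit encoded within 20 Mb of Id2, 6.22), Spats2l (5.34), Sema4g (4.82), Adamtsl2 (4.06) and Pmaip1 (the pro-death protein NOXA, 3.96), each with an adjusted p of at most 0.00887. Under the same rule the largest falls after Id2 were Pydc4 (−6.21), S100a4 (−6.17), AW112010 (−6.00) and Runx3 (−5.12), with adjusted p of at most 0.0134. Il2rb lost its call without L-DKO DP library a or b (adjusted p = 0.0513).

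Several effector genes fell. Of 13 measured genes of type 1 and NK effector function, 0 rose and 9 fell, and adjusted over the list alone 1 rose and 9 fell (camera adjusted p = 2.24e-08, and adjusted p = 0.136 with an estimated correlation). They included the chemokine receptor Cxcr6 (−4.80), the adaptor Tyrobp (−4.80), the NK receptor Klrd1 (−4.79) and Stat4 (−4.74). Of 8 type 17 genes 4 fell, and 5 fell adjusted over the list alone (camera adjusted p = 0.000573, and adjusted p = 0.136 with an estimated correlation), among them Ahr (−2.94), Tmem176a (−2.80) and Tmem176b (−1.95). Of 25 interferon response genes 5 fell, and 19 fell adjusted over the list alone (camera adjusted p = 6.03e-11, and adjusted p = 0.360 with an estimated correlation). Bst2 fell by 2.75 and Ifit1 by 3.16, while Oas3 was at −2.92 (adjusted p = 0.203). Of 16 genes of MHC class I presentation 5 fell, and 8 fell adjusted over the list alone (camera adjusted p = 6.32e-05, and adjusted p = 0.497 with an estimated correlation). They included H2-Q7 (−3.78), H2-Q6 (−3.65), the class I transactivator Nlrc5 (−2.48) and H2-K1 (−2.37). Without L-DKO iNKT library a the calls of Ahr (adjusted p = 0.0542), Ifit1 (0.0977), H2-Q7 (0.0869) and H2-K1 (0.139) were lost. Those of Ifit1, H2-Q7 and H2-K1 were also lost without any 1 of the 4 DP libraries (up to 0.087), and those of Ifit1 and H2-K1 without WT γδ library a or b (up to 0.0699).

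Several transcription factors of the iNKT lineage rose, with 9 of 26 up and 1 down, and 11 up and 2 down adjusted over the list alone (camera adjusted p = 3.58e-05, and adjusted p = 0.136 with an estimated correlation). Egr2 and Sox4 were among the rises and Runx3 was the fall. Of 13 follicular helper genes 4 rose, and 8 rose and 2 fell adjusted over the list alone (camera adjusted p = 0.000191, and adjusted p = 0.171 with an estimated correlation). Cxcr5, a receptor that guides cells to follicles, rose by 3.01, while Ctla4 (1.93, adjusted p = 0.0901), Cd200 (1.82, 0.125) and Tox2 (1.73, 0.391) did not pass. Of 35 proliferation genes 1 rose, over all genes and adjusted over the list alone, and 32 had positive values (camera adjusted p = 9.12e-06, and adjusted p = 0.594 with an estimated correlation). The riser was E2f2 (2.03), whose call was lost without L-DKO iNKT library a (adjusted p = 0.0618) or b (0.0539) and without L-DKO DP library a or b (0.0513).

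T cell receptor γ transcripts were abundant in WT iNKT, and several were lower in the libraries labelled L-DKO iNKT. Of 10 genes of the γδ receptor and lineage 1 rose and 4 fell, and 1 rose and 7 fell adjusted over the list alone (camera adjusted p = 0.000573, and adjusted p = 0.297 with an estimated correlation). Tcrg-C2 fell from 217 FPKM to 1.60, and Tcrg-C1 (−6.32) and Tcrg-V4 (−6.13) fell too, while Tcrg-V1 was at −4.48 (adjusted p = 0.0548), with 0 and 9.76 FPKM against 72.1. Tcrg-C4, named after its values were seen, was at 6.09 and 18.5 FPKM against 125. Etv5 was the gene that rose (3.16). Markers of myeloid and dendritic cells also moved, with 1 of 8 up and 5 down, and 1 up and 6 down adjusted over the list alone (camera adjusted p = 0.00418, and adjusted p = 0.250 with an estimated correlation). They were led by Cd74 (−3.13), H2-Aa (−2.73), Itgam (2.43) and Lyz2 (−2.41). Without L-DKO iNKT library a the calls of Etv5 (adjusted p = 0.0897), Cd74 (0.0508), H2-Aa (0.127) and Lyz2 (0.102) were lost, and without library b that of Lyz2 (0.0507). Each was also lost without L-DKO DP library a or b, Etv5, Cd74 and H2-Aa without WT γδ library a or b, and Cd74, H2-Aa and Lyz2 without WT DP library a or b (all up to 0.0793).

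Of 5 E and Id protein genes 2 fell, over all genes and adjusted over the list alone (camera adjusted p = 0.0242, and adjusted p = 0.241 with an estimated correlation). They were Id2 and Tcf4, the latter named after its values were seen. The list holds the deleted genes Id2 and Id3, so its direction is not independent of the genotype. This list call was lost without L-DKO iNKT library b (adjusted p = 0.101). DP stage genes did not move as a list, with 2 of 23 up and 2 down, and 2 up and 3 down adjusted over the list alone (camera adjusted p = 0.953). Their median was −0.24 and their mean −0.35, while the test leaned upward. Rag1 (−3.33) and Ly6d (−2.86) fell and Lef1 rose. Of 24 genes of receptor signalling 5 rose and 3 fell, and 8 rose and 6 fell adjusted over the list alone (camera adjusted p = 0.578). Their median was −0.19 and their mean 0.085, and the falls included Klf6 (−2.50) and Jun (−2.56). In the part of the innate signature published as higher, 6 of 100 genes rose and 15 fell, and 13 rose and 29 fell adjusted over the list alone (camera adjusted p = 0.114). Il7r (−4.23), Fcer1g (−4.20) and Gvin1 (−4.48) were among the falls. In the part published as lower, 8 of 41 rose and 3 fell, and 11 rose and 11 fell adjusted over the list alone (camera adjusted p = 0.575). Of 17 migration genes 3 rose and 2 fell, and 5 rose and 5 fell adjusted over the list alone (camera adjusted p = 0.674), with Gpr183 at −2.37 among the falls and Cd44 at −3.57 (adjusted p = 0.0515). Without L-DKO iNKT library a the calls of Rag1 (adjusted p = 0.0797) and Jun (0.141) were lost, and without library b those of Rag1 (0.0627) and Ly6d (0.0597). All of these were also lost without L-DKO DP library a or b, Rag1 and Jun without WT γδ library a or b, and Rag1 without WT DP library a or b (up to 0.0719).

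These calls lean on the spread shared across groups and on the scale. With the iNKT groups fitted alone (1 residual degree of freedom) limma called 2 genes, Traj49 and Trbj1-6, which were chosen for naming after their values were seen, and 1517 at an unadjusted p under 0.05, against 2214 with all groups. The count was 393 without L-DKO DP library a or b, and the split of 36.0% higher became 46.7% after quantile normalization and 94.1% of 3519 calls with libraries scaled to the same total, which moved the median of all genes to 0.829.

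In DP cells few genes passed the test between L-DKO and WT, with Id3 among them. Id3 fell by 3.07 ± 0.35 (SE, n = 2 and 2, limma adjusted p = 0.0222). Cd96, a receptor of T and NK cells, fell from 42.5 FPKM to 1.02 (log2 fold change −4.44 ± 0.19, adjusted p = 0.000144). Rdh10, a retinol dehydrogenase, rose from 3.30 to 22.8 FPKM (2.57 ± 0.31, adjusted p = 0.027). This comparison asks what the loss of Id2 and Id3 does at the DP stage. The gate as given used neither the CD1d tetramer nor a marker of selection. Cells at or past selection, iNKT cells among them, may therefore be in the DP sort, and this was not tested. limma called 14 genes higher and 7 lower, 21 of 11815, with 1333 at an unadjusted p under 0.05.

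Further falls were Apol7b (−3.50, adjusted p = 0.0222), Ms4a6b (−2.32, 0.0203) and Plcxd2 (−1.92, 0.00928). Plcxd2 (chromosome 16, 45959261 to 46010413) lies close to Cd96 (46035652 to 46120248), so their falls may not be separate effects. DNA of another mouse strain at that site was not tested. Rdh10 was the sole rise that met the naming rule. None of the other genes the study names passed the test in DP cells. Zbtb16 was at 1.12 and 0.851 FPKM in L-DKO and 0.0684 and 0.0382 in WT (0.91 ± 0.36, adjusted p = 0.411). Its libraries did not overlap, and the log2(FPKM + 1) scale understates a change at such low values. The lack of a call for Zbtb16 is therefore not evidence against a rise. Id2 was at −1.52 (adjusted p = 0.261), Egr2 at 0.61 (0.444), Gzma at 0.84 (0.588) and Tcf7 at 0.12 (0.817). Of 5 E and Id protein genes 1 fell, and 3 fell adjusted over the list alone (camera adjusted p = 0.000282, and adjusted p = 0.232 with an estimated correlation). Besides the deleted genes Id3 and Id2, which largely set the direction of this list, they included Tcf12, which encodes the E protein HEB, at −0.57 (adjusted p = 0.371). Of 8 myeloid and dendritic genes 1 rose, and 3 rose adjusted over the list alone (camera adjusted p = 0.00021, and adjusted p = 0.314 with an estimated correlation). The MHC class II gene H2-Ab1 rose by 2.25 ± 0.24, while Cd74 (1.95, adjusted p = 0.279), H2-Eb1 (1.80, 0.236) and H2-Aa (1.02, 0.487) did not pass. All 44 replication histone genes had positive values with a median of 0.85, and 0 passed, over all genes or adjusted over the list alone (camera adjusted p = 3.47e-08, and adjusted p = 0.895 with an estimated correlation).

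Of the named genes only Cd96 kept its call whichever library was left out. Without L-DKO DP library a, 3 genes were called (Rps3a3, Gm28019 and Cd96) and without library b 3 (Rps3a3, Gm3788 and Cd96), the names other than Cd96 being chosen after their values were seen. The calls of Id3, Rdh10, Apol7b, Ms4a6b, H2-Ab1 and Plcxd2 were lost without L-DKO DP library a (adjusted p = 0.0893 to 0.215) and without library b (0.124 to 0.22). Without WT DP library a those of Id3, Apol7b and Ms4a6b were lost (up to 0.102), and without library b those of H2-Ab1 too (up to 0.077). Without WT γδ library a or b 8 genes were called, and all of these but Plcxd2 were lost (up to 0.0832), as was Rdh10 without L-DKO iNKT library a or b (0.0533). Library weights gave 281 calls, 205 higher and 76 lower, and a pseudocount of 0.1 gave 33.

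In Id3KO γδ cells Zbtb16 rose from 16.8 FPKM in WT γδ to 153 (log2 fold change 3.23 ± 0.36, SE, n = 2 and 2, limma adjusted p = 0.00218). Sox13, a transcription factor of IL-17-producing γδ cells, fell from 243 FPKM to 14.2. Icos, a costimulatory receptor, rose from 14.3 FPKM to 149. All 13 mitochondrial mRNAs rose. The question is which genes separate γδ cells of Id3-deficient mice from WT γδ cells. All γδ T cells were sorted together, so a shift in the mix of γδ subsets and a change within cells cannot be told apart here. limma called 803 genes higher and 986 lower, 1789 in all.

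Id3 fell by 4.79 ± 0.35 (adjusted p = 0.000491), while Id2 rose by 1.83 ± 0.43 (adjusted p = 0.0275), from 20.4 and 34.6 FPKM to 157 and 60.0. Slamf6 rose by 1.90 ± 0.21 (adjusted p = 0.00198) and Egr2 by 1.46 ± 0.27 (adjusted p = 0.0127). Ifngr1 fell by 2.68 ± 0.26 (adjusted p = 0.00128), Sox4 by 2.05 ± 0.27 (adjusted p = 0.00422), Gata3 by 1.43 ± 0.31 (adjusted p = 0.0217) and Tcf7 by 1.29 ± 0.15 (adjusted p = 0.00264). Gzma was at −1.01 (adjusted p = 0.216), Runx1 at −0.56 (0.132), Il2rb at 0.084 (0.928) and Lef1 at −0.035 (0.905). The largest rises under the naming rule were the NK receptor Klra9 (4.83), Map2 (4.27), the prohormone convertase Pcsk1 (4.12), stanniocalcin Stc2 (4.09) and the neurotrophin receptor Ntrk3 (3.78), with adjusted p of at most 0.021. Under the same rule the largest falls after Id3 were Tmem121 (−4.58), Sox13 (−4.35), Etv5 (−4.30) and Igfbp4 (−4.15), with adjusted p of at most 0.00996. Without WT γδ library a the calls of Id2 (adjusted p = 0.154), Gata3 (0.115), Klra9 (0.113), Pcsk1 (0.0846) and Igfbp4 (0.0711) were lost. Without WT γδ library b those of Gata3, Klra9 and Pcsk1 were lost (up to 0.0648), without Id3KO γδ library a those of Id2, Klra9 and Pcsk1 (up to 0.0623), without library b those of Egr2, Gata3 and Pcsk1 (up to 0.101), and without L-DKO DP library a or b that of Id2 (0.0501).

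Some genes of the published innate signature moved in the published direction. The study chose them by comparing innate-like γδ T cells with all thymic γδ T cells, and iNKT cells with conventional αβ populations. Many γδ cells of this mutant resemble NKT cells, so the γδ comparison partly repeats how the list was made. Its direction here is therefore not independent of which γδ cells were sorted. The iNKT comparison sets iNKT cells against iNKT cells and is not alike in this. Of the 41 measured genes published as lower in innate-like T cells 34 fell and 0 rose, and 38 fell adjusted over the list alone (camera adjusted p = 4.26e-20, and adjusted p = 0.0659 with an estimated correlation). Etv5, Endou (−3.52) and Rapgef3 (−3.11) fell, and Dntt was at −3.74 (adjusted p = 0.0556). Of the 100 published as higher 35 rose and 1 fell, and 41 rose and 4 fell adjusted over the list alone (camera adjusted p = 1.79e-12, and adjusted p = 0.249 with an estimated correlation). Zbtb16, Lpcat4 (3.01) and Cd40lg (2.93) rose, and Snora28 was at 3.28 (adjusted p = 0.213). The calls of Endou and Rapgef3 were lost without WT γδ library a or b or Id3KO γδ library a or b (adjusted p up to 0.136), and that of Rapgef3 without L-DKO DP library a or b (0.0521).

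Some genes of the DP stage and of the γδ receptor and lineage fell. Of 23 DP stage genes 13 fell, and 16 fell adjusted over the list alone (camera adjusted p = 2.10e-06, and adjusted p = 0.249 with an estimated correlation), including Arpp21 (−3.31), Cd24a (−3.23) and Rag1 (−2.72). The WT γδ libraries held Rag1 at 7.41% and 9.76% of its WT DP level, and the Id3KO γδ libraries at 2.55% and 0.555%. Of 10 genes of the γδ receptor and lineage 5 fell, over all genes and adjusted over the list alone (camera adjusted p = 0.00579, and adjusted p = 0.353 with an estimated correlation), led by Trdv2-2 (−5.45) and Trdv1 (−4.70), while 2 had positive values. Those 2, named after their values were seen, were Tcrg-V1 and Tcrg-C4. Tcrg-V1 was at 168 and 226 FPKM in WT γδ and 389 and 482 in Id3KO γδ, and Tcrg-C4 at 214 and 324 against 397 and 495. Of 8 type 17 genes 6 fell, and 7 fell adjusted over the list alone (camera adjusted p = 0.000183, and adjusted p = 0.116 with an estimated correlation), among them Ahr (−2.88). The uncharacterised 5830411N06Rik was at −3.23 (adjusted p = 0.113). Without WT γδ library a the adjusted p of Rag1 was 0.073, and without library b it was 0.0686 for Rag1 and 0.0571 for Cd24a.

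Mitochondrial mRNA rose in 13 of 13 genes, over all genes and adjusted over the list alone (camera adjusted p = 8.22e-12, and adjusted p = 0.249 with an estimated correlation), with mt-Atp8 at 3.62, mt-Nd6 at 2.91, mt-Nd2 at 2.87 and mt-Nd3 at 2.63. Their share of summed FPKM was 0.544% and 1.03% in WT γδ against 4.03% and 5.63% in Id3KO γδ. Fewer WT γδ than Id3KO γδ cells were sorted, and an effect of this on the share was not tested. Of 12 heat shock genes 3 rose, and 7 rose and 1 fell adjusted over the list alone (camera adjusted p = 0.0131, and adjusted p = 0.323 with an estimated correlation). They included Hspa1b (1.54) and Hspe1 (1.44), while Hspa1a was at 1.32 (adjusted p = 0.072). After quantile normalization this list was no longer past the threshold (adjusted p = 0.135), and it was at 0.0501 without Id3KO γδ library a. Of 8 myeloid and dendritic genes 5 fell, and 7 fell adjusted over the list alone (camera adjusted p = 0.000225, and adjusted p = 0.249 with an estimated correlation), with Lyz2 at −3.49, Cd74 at −2.93, H2-Aa at −2.70 and H2-Ab1 at −2.66. Without Id3KO γδ library a the calls of mt-Nd3, Hspa1b and Cd74 were lost (adjusted p up to 0.0744), without library b those of mt-Nd3, Hspa1b and Hspe1 (up to 0.0798), without WT γδ library a those of Hspe1, Cd74 and H2-Aa (up to 0.087), and without library b those of Hspa1b, Cd74 and H2-Aa (up to 0.0617).

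The E and Id protein list had 1 of 5 up (Id2) and 4 down, over all genes and adjusted over the list alone (camera adjusted p = 0.0318, and adjusted p = 0.249 with an estimated correlation). Besides the deleted Id3, the E protein genes Tcf4 (−2.17) and Tcf12 (−0.91) fell. Of 26 iNKT transcription factors 4 rose and 9 fell, and 5 rose and 12 fell adjusted over the list alone (camera adjusted p = 0.0525), with Zbtb16 and Egr3 (1.81) among the rises. Of 13 type 1 and NK genes 5 rose and 3 fell, and 5 rose and 4 fell adjusted over the list alone (camera adjusted p = 0.516), with Klrd1 at 2.59 and Tyrobp at −2.31. Of 13 follicular helper genes 4 rose and 4 fell, and 4 rose and 5 fell adjusted over the list alone (camera adjusted p = 0.537). Their median was −0.13 and their mean 0.24, with Icos at 3.22, Cd40lg at 2.93, Cxcr5 at 2.19 and Tox2 at −2.76. Without WT γδ library a the calls of Id2, Egr3, Klrd1, Cxcr5 and Tox2 were lost (adjusted p up to 0.196), and without library b those of Tcf12, Egr3, Tyrobp and Tox2 (up to 0.119). Without Id3KO γδ library a those of Id2, Tcf12, Egr3, Klrd1 and Tyrobp were lost (up to 0.0983), and without library b those of Tcf12, Egr3, Klrd1, Tyrobp, Cxcr5, Tox2 and the E and Id list (up to 0.133). Id2, Tcf12, Klrd1, Tyrobp and Tox2 lost theirs without L-DKO DP library a or b (up to 0.0793), and Tox2 without WT DP library a or b (0.0728).

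In γδ cells limma called 555 genes without WT γδ library a, 804 without Id3KO γδ library b, 1161 without L-DKO DP library a or b, and 636 with the γδ groups fitted alone. Library weights gave 981 calls, and libraries scaled to the same total 1156, of which 60.3% were higher against 44.9%.

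**Figure D4:**
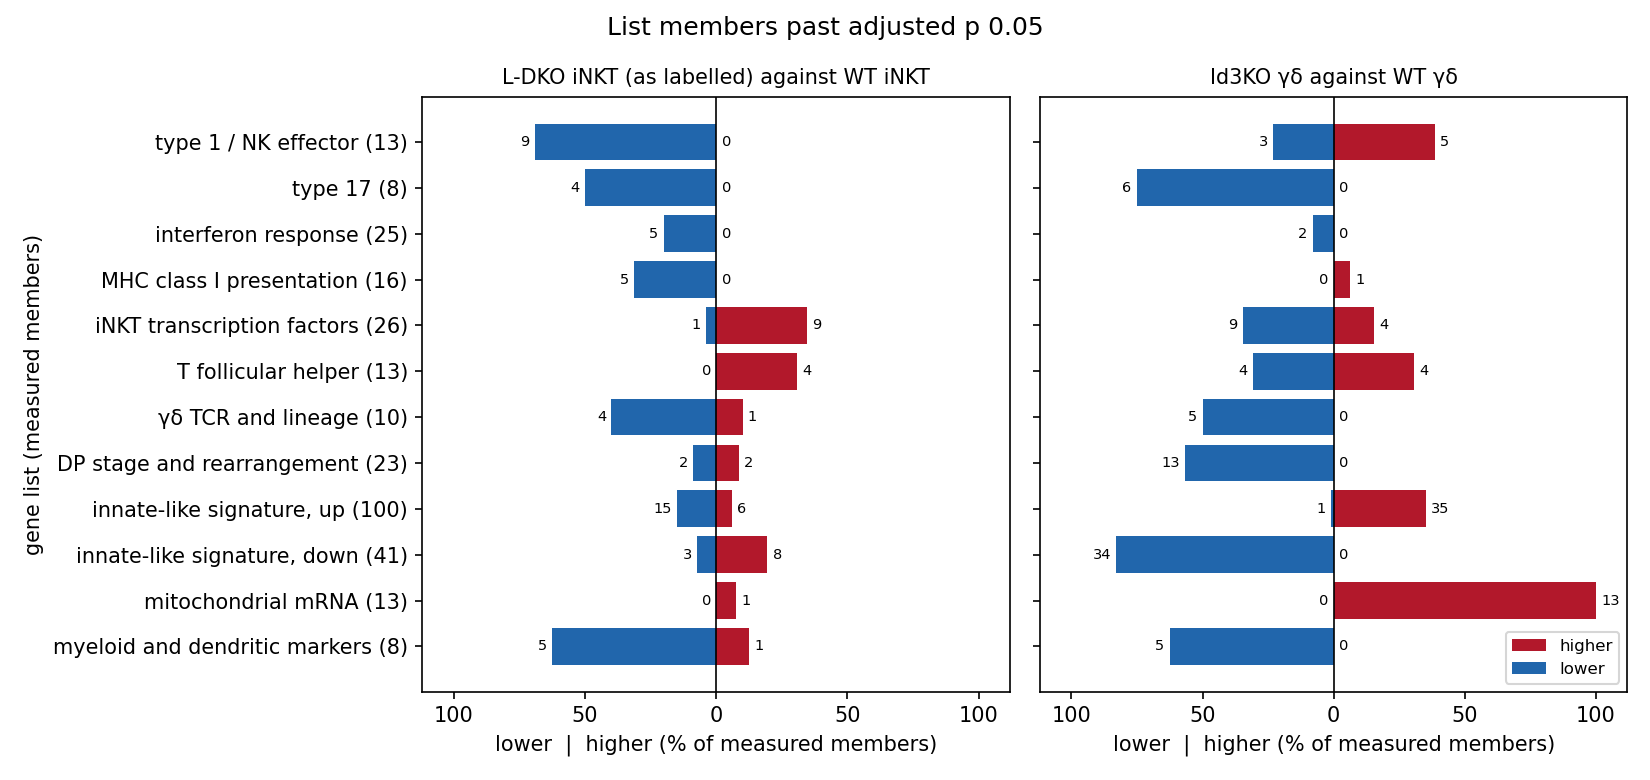
Percent of the measured members of 12 gene lists that were lower (blue, leftward bars) or higher (red, rightward bars) past an adjusted p of 0.05 by limma over all genes, for iNKT cells on the left and γδ cells on the right, with the number of genes at each bar and the measured members in parentheses. Of the 41 genes published as lower in innate-like T cells 34 are lower in γδ cells and 3 in iNKT cells. That list came partly from innate-like γδ cells against all thymic γδ cells, so the panels are not like for like for it. All 13 mitochondrial mRNAs are higher in γδ cells.

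Several genes moved in opposite directions in the iNKT and γδ mutants. Sox4 and Tcf7 rose in the libraries labelled L-DKO iNKT and fell in Id3KO γδ. Etv5 had the largest positive difference between the effects under the naming rule (7.46, limma adjusted p = 0.00347). The effects on Slamf6 and Ifngr1 had the same sign in both. The study sorted genes by whether both populations share a change, and here the difference between the effects was tested, with the genotypes differing too. limma called 780 genes, 384 with the higher value in iNKT and 396 with the lower. The difference was 4.70 ± 0.43 for Sox4 (SE, adjusted p = 0.00282), 2.43 ± 0.24 for Tcf7 (0.00334), 2.44 for Lef1 (0.0034), 4.13 for Id3 (0.00834), −3.77 for Zbtb16 (0.0122) and −10.81 for Id2 (0.00106). For Slamf6 (0.89, adjusted p = 0.15), Egr2 (1.24, 0.123), Ifngr1 (0.13, 0.881), Il2rb (−3.31, 0.0532) and Gzma (3.06, 0.0651) no difference was called. The count was 372 without WT γδ library a, 392 without L-DKO DP library a or b and 203 with the 4 groups alone. With libraries scaled to the same total it was 1219, with 1085 higher and 134 lower.

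**Figure D5:**
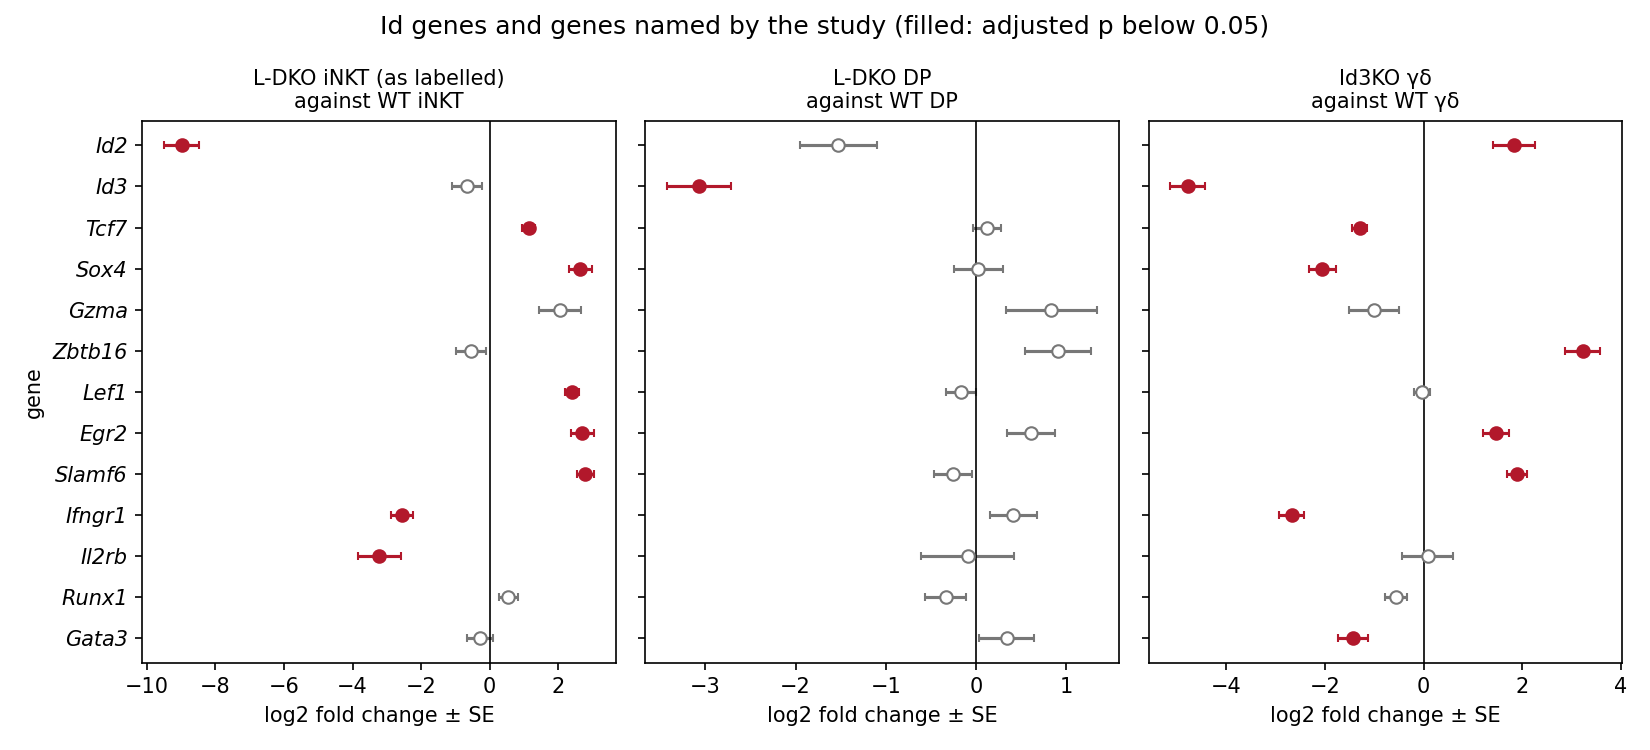
Log2 fold change (points) with SE (bars) of Id2, Id3 and 11 genes named by the study, in iNKT, DP and γδ cells in separate panels with their own axes, filled where the adjusted p is below 0.05. Sox4 is at 2.65 in iNKT and −2.05 in γδ cells, and Zbtb16 at −0.54 and 3.23.

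Without a test, 552 genes were over 2-fold higher and 1059 over 2-fold lower in the libraries labelled L-DKO iNKT, and 886 and 979 in Id3KO γδ. Of these, 690 in iNKT and 1270 in γδ also passed limma. Both populations shared 616 genes against 254 for independent lists (odds ratio 4.44, Fisher's exact test on both sides, p = 2.81e-127 across genes that are not independent). Of the shared genes 416 moved in the same direction, where independent lists would give 129, and 200 in opposite directions. Of these, 87 were higher in iNKT and lower in γδ cells (45.7 for independent lists) and 113 the other way (79.4). Both populations shared 382 genes without small RNA, receptor segments and predicted genes, and 302 with a pseudocount of 5, which gave 934 genes over 2-fold in iNKT and 1012 in γδ. With libraries scaled to the same total 4627 were over 2-fold in iNKT. The 416 are 25.8% of the iNKT genes, 22.3% of the γδ genes and 14.5% of the genes over 2-fold in either. Among limma calls 176 genes changed in the same direction in both and 89 in opposite directions. Shared rises numbered 50 (17.5 for independent lists) and shared falls 126 (38.3), while 58 rose in iNKT and fell in γδ (21.5) and 31 did the reverse (31.2). Both sets of calls use the same spread for each gene, which can raise their overlap in any direction. In L-DKO DP cells 366 genes were over 2-fold higher and 159 lower, of which 21 passed limma. They shared 53 rises with the libraries labelled L-DKO iNKT (17.1 for independent lists, Fisher's exact test p = 1.22e-13 across genes) and 74 falls (14.3, p = 5.60e-36). Genes moving in opposite directions in DP and iNKT cells were not counted. Between iNKT and γδ cells such genes also exceeded independent lists, so the excess alone does not show a shared effect. The DP gate as given did not exclude iNKT cells, and a share of them in L-DKO DP was not tested for these rises. Of 141 measured innate signature genes 105 were over 2-fold in either population and 38 in both.

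Effects under the L-DKO label differed between DP and iNKT cells for 204 genes. A like loss of Id3 in both is not shown, since it fell in L-DKO DP but was at −0.66 (adjusted p = 0.496) in the libraries labelled L-DKO iNKT, a difference of 2.41 ± 0.56 (limma adjusted p = 0.0829). The effect on Slamf6 was higher in iNKT by 3.04 ± 0.33 (SE, limma adjusted p = 0.0102), and that on Lef1 by 2.57 ± 0.26 (0.00865). S100a4 differed by −6.76 (0.0156), Ifngr1 by −2.96 (0.0228) and Id2 by −7.46 (0.00834). Of the 204 genes 58 were higher and 146 lower, but of 3749 called with libraries scaled to the same total 3636 were higher and 113 lower, and 50.3% were higher after quantile normalization. Library weights gave 511 calls, a pseudocount of 0.1 gave 129 and the test without small RNA, receptor segments and predicted genes 334. This count was 2 without L-DKO DP library b (Snord82 and Traj49, named after their values were seen), 18 without L-DKO DP library a, 62 and 88 without WT DP library a and b, 118 without WT γδ library a or b and 400 without L-DKO iNKT library b. All 5 calls were lost without L-DKO DP library b (adjusted p up to 0.0859), those of Slamf6, Lef1 and Ifngr1 without library a (up to 0.105), those of S100a4 and Ifngr1 without WT DP library a (up to 0.0703) and that of Ifngr1 without WT DP library b (0.0526).

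Most DP stage genes were lower and most type 1 and NK effector genes higher in WT iNKT than in WT DP. Of 23 DP stage genes 20 were lower and 0 higher, and 23 were lower adjusted over the list alone (camera adjusted p = 8.73e-16, and adjusted p = 0.0891 with an estimated correlation). Of 13 type 1 and NK genes 11 were higher and 0 lower, and 12 were higher adjusted over the list alone (camera adjusted p = 3.30e-07, and adjusted p = 0.0891 with an estimated correlation). Il7r, the IL-7 receptor chain, was 7.68 ± 0.34 higher on the log2 scale in WT iNKT than in WT DP (limma adjusted p = 7.29e-05), and Il2rb 7.63 higher. Klra9 and Klrd1 were at 257 and 213 FPKM in WT iNKT and listed at 0 in both WT DP libraries. Rag1 (−4.55), Rag2 (−4.46) and Arpp21 (−4.50) were lower. limma called 1920 genes higher and 1031 lower in WT iNKT than in WT DP, and 1725 higher and 713 lower in WT γδ. Among genes under the naming rule, which leaves out receptor segments and predicted genes, Sox13 (7.55), Plac8 (6.13) and Igfbp4 (6.11) led those higher in WT γδ than WT DP. S100a4 was at 61.4 FPKM in WT γδ and listed at 0 in WT DP. Between WT iNKT and WT γδ 144 were higher and 184 lower, including Bcl2a1b (4.31), Tmem121 (−4.58) and Fam169b (−4.20). Id2 was 4.33 higher in WT iNKT (adjusted p = 0.00857), and Etv5 was at −5.14. Without WT γδ library a the last count went from 328 to 70 and the calls of Id2 (0.0574) and Etv5 (0.0621) were lost, and it was 187 without WT DP library a or b and 147 without L-DKO DP library a or b. With only these groups it was 976, with 539 higher and 437 lower, with a pseudocount of 0.1 it was 217, and with libraries scaled to the same total 176, with 53 higher and 123 lower. The γδ against DP count went from 2438 to 1390 and 1131 without WT DP library a and b and to 1229 without WT γδ library a. The WT iNKT against WT DP count went from 2951 to 1647 with only these groups and to 4760 with libraries scaled to the same total. With that scaling, the share of calls higher in WT iNKT than WT DP was 14.9% against 65.1%, and 48.8% after quantile normalization. For WT γδ against WT DP it was 20.2% and 52.6% against 70.8%.

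Among mutant cells Rag1 was at −8.07 in the libraries labelled L-DKO iNKT and at −6.46 in Id3KO γδ against L-DKO DP (limma adjusted p = 9.43e-05 and 0.000156). Among genes under the naming rule, Nrgn (5.49), Folr4 (5.37), Map2 (5.21), Ccnd2 (5.00) and Cd53 (4.99) led those higher in iNKT. Id2 (6.36), Zbtb16 (6.27), Il7r (6.10), Ms4a4b (6.09) and Il2rb (5.89) led those higher in γδ cells under that rule, which leaves out receptor segments. limma called 1589 genes higher and 1278 lower in the first comparison and 2237 and 1950 in the second. The libraries labelled L-DKO iNKT differed from Id3KO γδ in 470 genes, 245 higher and 225 lower. Kcnf1 (5.27), Tubb2a (3.32), Alcam (3.27) and Arhgap20 (3.23) were higher, and Id2 (−6.48), Pydc4 (−4.95), Runx3 (−4.13), Cd160 (−4.12) and Adam19 (−3.81) lower. Without L-DKO DP library a and b the 3 counts were 1258 and 1289, 2249 and 2278, and 261 both times. With libraries scaled to the same total 79.3% of the calls in the first comparison were higher against 55.4%. The third had 864 calls with that scaling, 744 higher and 120 lower, 233 with library weights and 46 with only these groups.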

Values the study reported

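The study reported 552 genes raised more than 2-fold in L-DKO iNKT cells. It put the share of dysregulated genes that were affected alike in its mutant iNKT and γδ populations at around 25%. Of the reference genes it took from published innate T cell data, it found more than 50%, 111 genes, changed at least 2-fold in one or both of the mutant populations.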

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

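The tests of γδ cells in the WT iNKT sort, of the sex of the mice, of strain DNA as the cause of a whole pattern, and the removal of a share of the DP profile were chosen after the results were seen.

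The effect of the mutation differed between iNKT and γδ cells for 780 genes by limma's test of the difference, 372 without WT γδ library a and 392 without L-DKO DP library a or b. Positive differences, with the higher effect in the libraries labelled L-DKO iNKT, were 7.46 for Etv5, 6.33 for Igfbp4, 5.96 for Tmem121, 5.18 for Slc16a5, 5.15 for Kcnf1, 4.70 for Sox4, 4.13 for Id3, 2.44 for Lef1 and 2.43 for Tcf7 on the log2 scale. Negative differences were −10.81 for Id2, −7.62 for Klra9, −7.54 for Pydc4, −7.38 for Klrd1, −7.27 for Adam19 and −3.77 for Zbtb16. Igfbp4 lost its call without WT γδ library a (adjusted p = 0.0681), as did Klra9 (0.105), which also lost it without WT γδ library b, L-DKO iNKT library a or any 1 of the 4 DP libraries (up to 0.0681). The genotypes differ as well as the cell types, and Id3 itself did not pass the test in the libraries labelled L-DKO iNKT.

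Effects under the L-DKO label differed between iNKT and DP cells for 204 genes. Id3 was at 22.8 and 30.5 FPKM in the libraries labelled L-DKO iNKT and averaged 4.63 in L-DKO DP, so a like loss of Id3 in both is not shown. That count was 2 and 18 without L-DKO DP library b and a (the 2 being Snord82 and Traj49, named after their values were seen), 62 and 88 without WT DP library a and b, 118 without WT γδ library a or b and 400 without L-DKO iNKT library b. The differences were 4.28 for Kcnf1, 3.64 for Il6st, 3.63 for Sema4g, 3.49 for Arhgap20, 3.41 for Adamtsl2, 3.04 for Slamf6, 2.62 for Sox4 and 2.57 for Lef1. In the other direction they were −7.46 for Id2, −6.76 for S100a4, −6.56 for AW112010, −6.25 for D8Ertd82e, −5.25 for Tyrobp and −2.96 for Ifngr1. Without L-DKO DP library b all 14 lost their calls (adjusted p up to 0.154), and without library a all but Id2, Kcnf1 and S100a4 (up to 0.167). Without 1 of the WT DP libraries Sox4, Ifngr1, Il6st, Sema4g, Arhgap20, S100a4, AW112010, D8Ertd82e and Tyrobp did so (up to 0.125). Without L-DKO iNKT library a Sox4, AW112010 and Tyrobp did so (up to 0.0801), and without WT γδ library a or b Il6st, Arhgap20 and AW112010 (up to 0.0774).

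Many genes were lower in a mutant population than in its WT counterpart, and a candidate explanation is DP cells in the WT sorts. Abundant DP genes allow a DP share of at most 3.47% in WT iNKT and 4.52% and 9.12% in WT γδ, against 0.350% and 0.223% in the libraries labelled L-DKO iNKT and 1.72% and 0.260% in Id3KO γδ. With those shares subtracted, 443 of the 459 falls in iNKT and 884 of the 986 in γδ remained past the threshold, which argues against DP cells as the whole cause. Rag1 lost its call in γδ as its fold shrank (from −2.72 ± 0.54 to −1.40 ± 0.67, adjusted p = 0.205), so DP cells stay open for it there, while in iNKT Rag1 (from −3.33 ± 0.67 to −2.66 ± 0.82, 0.118) and Ly6d (from −2.86 ± 0.57 to −2.65 ± 0.86, 0.135) kept most of their folds and lost their calls with larger errors. With libraries scaled to the same total 197 of the 459 and 457 of the 986 falls were kept. In iNKT this follows from a lift of all genes (median 0.83 against −0.071) and decides nothing. An effect of the lost Id proteins was not tested and stays open, as does a shift in the mix of iNKT stages.

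T cell receptor γ constant genes in WT iNKT stood at 46.6% to 54.3% of their WT γδ level. Were γδ T cells like those of the WT γδ sort the cause, though the gate on TCRβ should remove them, their other abundant transcripts would be there at a like share. The highest of 5 such markers was at 4.83% (5830411N06Rik), with Sox13 at 2.49%, Etv5 at 2.06%, Trdv2-2 at 1.96% and Trdv5 at 0.0935%, against 46.6% for the lowest γ constant gene, which argues against γδ T cells of that profile. γδ T cells like those of Id3KO mice stay open, since these hold at most 12.3% of the WT γδ level of any of the 5 markers while keeping at least 67.3% for the γ constant genes, so the markers cannot decide: against the Id3KO γδ level WT iNKT held 28.1% to 72.7% of the γ constant genes, 39.3% to 108% of 4 markers and 0.802% of Trdv5, a variable segment that not every γδ cell uses. Reads shared among the similar γ genes and transcription of the γ locus by iNKT cells themselves were not tested and stay open too, and the pattern rests on 1 WT iNKT library.

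In all 3 mutant populations 49 genes were over 2-fold in the same direction (19 higher, 30 lower), where independent lists would give 2.46, though 26 are predicted genes or small RNA, 17 passed the test in none of the 3 and 4 in all (Stc2, Kcnf1, Gm12901 and Gm10182, named after their values were seen, of which 0 passed in DP cells without L-DKO DP library a or b). DNA of another mouse strain kept next to the deleted Id3 may account for the genes within 20 Mb of it, but 5.88% of the placed genes lie there (Gm12901 and Spsb1) against 3.48% of all 10994 placed, too few to decide, so for these 2 strain DNA and an effect of the deletion cannot be told apart. As the cause of the whole pattern it is argued against by the 32 of 34 placed genes that lie elsewhere. The sex of the mice is argued against too, since the 4 Y-linked genes had a median log2 fold change of −0.27 in DP cells against 4.79 in iNKT. Strain DNA at other sites stays open, also for Kcnf1, the 1 gene of the pattern within 20 Mb of Id2, which is deleted in L-DKO but not in Id3KO mice (where Kcnf1 was at 1.08), and so does an effect of Id loss shared by the 3 populations. For the rises in DP cells, iNKT cells in the L-DKO DP sort, whose gate did not exclude them, were not tested and stay open too.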

How the results depend on the processing

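Depth is unknown, and with 2 libraries per group (1 for WT iNKT) single calls depend on the pooled spread. No paired analysis was possible because the columns carry no replicate number. The plan without a filter was not run, since all 11815 genes pass the filter, and leaving out WT iNKT gives no value for its comparisons. Removal of the DP share and protein-coding genes alone were chosen after seeing the data. Causes were not tested unless named.

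Libraries scaled to the same total put the median log2 fold change of all genes at 0.83 in iNKT (−0.071 otherwise), −0.31 in DP (0.039), 0.034 in γδ (−0.080), 0.77 and 1.13 in the differences of iNKT from γδ (−0.019) and DP (−0.12), −0.75, −0.44 and −0.29 for WT iNKT against DP (0.11), WT γδ against DP (0.11) and WT iNKT against γδ (0.026), and 0.37 and 0.46 for L-DKO iNKT against L-DKO DP (−0.0064) and Id3KO γδ (−0.0068). Quantile normalization put it at 0.053 in iNKT, 0.059 in the difference of iNKT and DP, and −0.090 and −0.053 for WT iNKT and WT γδ against WT DP. With libraries scaled to the same total the counts were 3519 for iNKT (717 otherwise), 1156 for γδ (1789), 1219 for the difference of iNKT and γδ (780), 3749 for that of iNKT and DP (204), 4760 for WT iNKT against WT DP (2951), 176 for WT iNKT against WT γδ (328), 864 for L-DKO iNKT against Id3KO γδ (470) and 4627 over 2-fold in iNKT (1611). Higher calls made up 89.0% (49.2%) and 97.0% (28.4%) of the differences, 30.1% (43.9%) for WT iNKT against WT γδ, and 79.3% (55.4%) and 86.1% (52.1%) for L-DKO iNKT against L-DKO DP and Id3KO γδ. Quantile normalization gave 50.3% for the difference of iNKT and DP, and median centring 60.8% for WT γδ against WT DP.

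With only the groups compared, and so fewer samples, counts were 2 for iNKT, 636 for γδ, 203 for the difference of iNKT and γδ, 1647 for WT iNKT against WT DP, 976 for WT iNKT against WT γδ and 46 for L-DKO iNKT against Id3KO γδ. Library weights gave 281 for DP (21), 981 for γδ, 511 for the difference of iNKT and DP and 233 for L-DKO iNKT against Id3KO γδ. A pseudocount of 0.1 gave 33 for DP, 129 for the difference of iNKT and DP, 217 for WT iNKT against WT γδ and 0.193 for the WT similarity difference (0.153). A pseudocount of 5 gave 934 over 2-fold in iNKT, 1012 in γδ and 302 in both (616). Without small RNA, receptor segments and predicted genes the difference of iNKT and DP had 334 genes, counts over 2-fold were 1161 in γδ and 382 in both, and the mutant similarity difference 0.108 (0.0682). Protein-coding genes alone gave 331, 1123, 374 and 0.109. Of 33 list calls, 0 held with an estimated correlation and 21 with fry.

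Values that did not pass the test and changed sign were, with libraries scaled to the same total, Id3 (0.29), Zbtb16 (0.42) and Gata3 (0.68) in iNKT, Tcf7 (−0.25), Sox4 (−0.34) and Gata3 (−0.025) in DP, Lef1 (0.093) in γδ and Gata3 (0.71) in the difference of iNKT and DP. With quantile normalization they were Tcf7 (−0.53) and Sox4 (−0.014) in DP and Il2rb (−0.065) in γδ, and with median centring Sox4 (−0.0072) in DP and Lef1 (0.037) in γδ. Il2rb was at −0.0018 in γδ with the DP share removed.

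Over single libraries left out, counts ranged from 393 to 853 for iNKT, 3 to 29 for DP, 555 to 1921 for γδ, 372 to 909 and 2 to 400 for the differences of iNKT from γδ and DP, 1993 to 3058, 1131 to 2570 and 70 to 458 for WT iNKT against DP, WT γδ against DP and WT iNKT against γδ, 1258 to 2950, 2249 to 4252 and 261 to 470 for L-DKO iNKT against L-DKO DP, Id3KO γδ against L-DKO DP and L-DKO iNKT against Id3KO γδ, 28 to 38 for list calls, and 1533 to 1998, 1792 to 2270 and 615 to 697 over 2-fold in iNKT, γδ and both. Similarity differences ran from 0.136 to 0.170 in WT and 0.0553 to 0.0812 in mutant cells. Sign changes were seen for Gata3 in iNKT (−0.73 to 0.17), Il2rb (−0.45 to 0.27) and Sox4 (−0.025 to 0.085) in DP, Il2rb (−0.28 to 0.45), Lef1 (−0.12 to 0.055) and the histone list (−1.77 to 0.025) in γδ, and Ifngr1 (−0.18 to 0.45) in the difference of iNKT and γδ. Of 2558 named gene values with 1 library left out, 2265 kept direction and side of the threshold, 261 lost the call, 22 gained it and 10 changed sign.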

Other observations

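The values of Trav11, Trav11d, Ddx3y, Dntt, Cd8a and Ptcra in these paragraphs were singled out after they were seen, and no hypothesis was tested on them. The invariant α chain segment had its highest values in the iNKT sorts. Trav11, which encodes the invariant α chain segment of mouse iNKT cells, was at 547 FPKM in WT iNKT and 227 ± 48.9 (SD, n = 2) in the libraries labelled L-DKO iNKT, and its near copy Trav11d at 549 and 217 ± 26.9. Means in the other groups were at most 6.30 for Trav11 and 11.2 for Trav11d. Of 9 genes of the αβ receptor 0 passed in iNKT or DP cells, over all genes, while 1 rose in DP adjusted over the list alone (camera adjusted p = 0.419 and 0.642). In γδ cells 2 fell, and 4 fell adjusted over the list alone (0.0516). Of 11 type 2 genes 0 rose and 1 fell in iNKT (0 and 3 adjusted over the list alone, camera adjusted p = 0.181), and 1 rose and 3 fell in γδ (3 and 4 adjusted over the list alone, 0.818). Of 14 survival genes 1 rose and 2 fell in iNKT (2 and 5 adjusted over the list alone, 0.171), and 4 rose and 3 fell in γδ (5 and 4 adjusted over the list alone, 0.548), where their median was −0.0099 and their mean 0.16. Of 9 SLAM pathway genes 1 rose and 1 fell in each of iNKT (0.884) and γδ (0.212), the same counts as adjusted over the list alone. Their median in iNKT was 0.13 and their mean −0.051.

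Lists of other cell types and of cell state passed camera with the preset correlation too. Of 5 erythroid genes 0 passed in iNKT over all genes and 4 fell adjusted over the list alone (camera adjusted p = 0.00686, and adjusted p = 0.497 with an estimated correlation). Of 3 thymic stroma genes 1 rose, and 2 rose adjusted over the list alone (camera adjusted p = 0.00411, and adjusted p = 0.171 with an estimated correlation), a call lost with libraries scaled to the same total (adjusted p = 0.0806). Of 13 mitochondrial mRNAs 1 rose in iNKT, over all genes and adjusted over the list alone (camera adjusted p = 0.00686, and adjusted p = 0.647 with an estimated correlation), a call lost without L-DKO iNKT library a (adjusted p = 0.141). In γδ cells replication histones (median −0.88, 0 of 44 passing, camera adjusted p = 0.000122) and proliferation genes (1 of 35 down, 0 adjusted over the list alone, camera adjusted p = 0.00174) had low values. Both had adjusted p = 0.702 with an estimated correlation, and both calls were lost without Id3KO γδ library b (adjusted p = 0.796 and 0.356).

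In DP cells proliferation genes (0 of 35 passing, camera adjusted p = 0.0188, and adjusted p = 0.895 with an estimated correlation) had a median of 0.32, and the list call was lost without WT DP library b (adjusted p = 0.902) or L-DKO DP library a (0.0892). The housekeeping list, a control, passed camera with the preset correlation too. Of its 15 genes 0 passed in DP and 1 rose adjusted over the list alone (camera adjusted p = 0.0399, and adjusted p = 0.648 with an estimated correlation), and in γδ cells 3 rose, and 4 adjusted over the list alone (camera adjusted p = 0.0463, and adjusted p = 0.412 with an estimated correlation). The DP call was lost without WT DP library b (adjusted p = 0.486), L-DKO DP library a (0.135) or Id3KO γδ library a or b (0.057), the γδ call without Id3KO γδ library a (0.188), WT γδ library a (0.104) or WT DP library a or b (0.0525), and both after quantile normalization (0.186 and 0.392). Of 7 genes that the study added to its innate signature from the literature, 6 were measured, the deleted Id2 and Id3 among them. Of these 6, 1 fell in DP, and 2 adjusted over the list alone (camera adjusted p = 0.0188, and adjusted p = 0.648 with an estimated correlation). In γδ cells 1 rose and 4 fell, over all genes and adjusted over the list alone (camera adjusted p = 0.0318, and adjusted p = 0.353 with an estimated correlation). These calls were lost without WT DP library a in DP (adjusted p = 0.0698) and without Id3KO γδ library b (0.0827) or WT γδ library a (0.0511) in γδ cells.

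The Y-linked gene Ddx3y was at 0.0392 FPKM in WT iNKT, 0.0365 and 32.6 in the WT γδ libraries, 8.16 and 254 in the Id3KO γδ libraries, and 31.1 ± 1.28 (SD, n = 2) in the libraries labelled L-DKO iNKT. The 4 measured sex-linked genes had a median log2 fold change of 2.77 in γδ cells (camera adjusted p = 0.151) and −0.27 in DP cells (0.767), with 0 passing in either. In L-DKO iNKT library a the DP genes Dntt and Cd8a stood at 15.4% and 10.4% of their WT DP level, and in library b at 0.658% and 0.469%. Ptcra, the pre-T cell receptor α chain, was at 295% and 243% of its WT DP level in the L-DKO DP libraries.

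The same-direction genes over 2-fold were 14.5% of the genes over 2-fold in either population. Over the iNKT genes alone the share was 25.8%, near the share quoted from the study above. The study plotted 416 differentially expressed genes for the 2 populations, the same number as the 416 same-direction genes here. The denominator behind the quoted share is not stated, so the lower share over either population does not conflict with it.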
